A study of Mus musculus with 10 samples. Its data were reported in "Vps34-orchestrated lipid signaling processes regulate the transitional heterogeneity and functional adaptation of effector regulatory T cells" (2025).

How the data were processed

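Tregs were sorted by their Foxp3 reporter from spleen and lung of 10-day-old mice, and 10 ATAC-seq libraries were made. Per the labels, spleen had 2 control and 4 Vps34-deficient libraries and lung 2 of each. The study's methods text gives the spleen numbers the other way round, and the labels, the design text and the columns of the table, which have the same numbers, were followed. Control mice kept at least 1 intact copy of Pik3c3.

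The authors trimmed paired-end reads with trimmomatic, aligned them with BWA, removed duplicates marked by Picard and shifted read ends to allow for the Tn5 insertion site. Nucleosome-free fragments were kept. Peaks were called in each sample with MACS2, kept if found in at least 50% of the replicates of a genotype, and merged where they overlapped. The deposited values are whole-number counts of reads per peak and library, made with bedtools and not normalised. The methods name an older mouse assembly, but scaffold names and positions are those of GRCm38. On that build, 51.2% of 21951 protein-coding gene starts lay in a peak, against 2.0% to 2.82% after shifts of the positions, so GRCm38 with its GENCODE annotation was used throughout. Positions are given from 1. Between 91.5% and 96.5% of the counts in a library were even, since both mates of a fragment were counted. Counts therefore overstate the number of independent fragments, and a fit on halved counts was added after the data were seen.

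The table held 97385 peaks with a median width of 327 bp. Library totals ran from 9405823 to 22439699 counts, and the 100 peaks with the highest counts held 2.23% to 3.25% of each library. No pair of replicates agreed within counting noise (chi-square per degree of freedom 2.77 to 5.37, and 1.40 to 2.99 on halved counts, where counting noise gives about 1), so each library counted as 1 sample. The chromosome Y signal was 56.9 to 67.6 CPM (counts scaled to library size) in 5 libraries and 7.03 to 21.4 in the other 5, with as many of each in every group. The labels give no sex. This split was used as a covariate in an alternative, and to single out exchanges of the genotype labels with controls alike in chromosome Y signal.

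Peaks were filtered with filterByExpr in edgeR 4.0.16 (R 4.3.3), which left 97109, and scaled with TMM factors. A quasi-likelihood model with 4 groups was fitted to all 10 libraries, so that the groups share an estimate of the spread. It gave the genotype effect in each tissue, the tissue effect in each genotype and their interaction. The average genotype effect came from a model with tissue and genotype. Peaks were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.5, the thresholds of the study. Standard errors were computed from the fold change and the test statistic. CPM values were put on the log2 scale with a prior count of 2. Peaks within 1 kb of a transcription start were called promoter peaks. The procedure was tested on simulated data with 200 changed peaks.

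The peaks named in the text were fixed by a rule before the data were examined. In each tissue and direction these were the 2 called peaks with the smallest p-value where every Vps34-deficient library lay on the same side of every control. For Pik3c3 and other genes that the study names, peaks in the gene or within 10 kb were counted and the peak with the highest mean count was given. The result for 1 of these genes is not reported here. Shared calls were compared with the product of the shares by Fisher's exact test. For the tissue difference set against the genotype effect in lung, no calls were made with 1 lung control library per arm. The 5000 peaks with the largest difference on each side were used instead of called peaks.

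The 10 consensus sequences were counted on both strands and tested with Fisher's exact test against peaks with an adjusted p above 0.5. They were also tested against up to 3 matched peaks for each called peak. Fewer were taken where unchanged peaks of that kind ran out, and the 428 higher peaks of spleen had 1115. The Vps34-activated and Vps34-suppressed gene lists were tested with camera at a preset correlation of 0.01, beside fry. Lists of marker genes of B cells, myeloid cells, lung epithelium and endothelium, and CD8 and NK cells were written before they were tested.

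Alternatives fixed before the data were examined were library size and median-of-ratios scaling, the Wald test of DESeq2 1.42.0, other count filters, autosomes alone, other thresholds, the replicate number as a block, the libraries of 1 tissue alone and leaving out each library in turn. Halved counts, the chromosome Y covariate, loess offsets against abundance or GC content, DESeq2 in each tissue with library size scaling, and camera with an estimated correlation were chosen after seeing the data. Footprinting and the single-cell data of the study were not analysed here.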

Results

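Vps34 is the lipid kinase encoded by Pik3c3. To ask how its loss alters the chromatin of regulatory T cells (Tregs), accessibility was profiled by ATAC-seq, an assay in which the Tn5 transposase inserts sequencing adaptors into open DNA. Tregs were sorted from 10-day-old mice in which Pik3c3 was deleted by a Cre recombinase expressed from Foxp3, the gene that marks this lineage, and from control mice. The 10 libraries formed 4 groups, which were spleen control (n = 2), spleen Vps34-deficient (n = 4), lung control (n = 2) and lung Vps34-deficient (n = 2). Reads had been counted in 97385 peaks, of which 97109 held enough counts to be tested. Total counts were 22439699 and 14519013 in the spleen controls and 14378259, 16349706, 22157725 and 13932355 in the Vps34-deficient spleen libraries. They were 9405823 and 14172956 in the lung controls and 12312928 and 9448418 in the Vps34-deficient lung libraries, and the median count per peak ran from 32 to 72. In simulated data with the same depths, 200 peaks were changed, fewer than were called in either tissue of the data. There, 2-fold changes were called at 31% of changed peaks in spleen and at 16.5% in lung, and 4-fold changes at 80% and 65.5%. With more changed peaks the adjustment is less strict, so these shares may be too low for the data. Unchanged peaks were called too, 18 beside the 62 recovered in spleen at 2-fold, which is above the 5% that the adjustment aims at. The coefficient of variation between replicates, estimated over all tested peaks and libraries, was 17.8%.

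Principal component analysis of log2 CPM (counts scaled to library size) separated tissues and genotypes. The first component held 41.3% of the variance and separated every spleen library from every lung library. The second held 19.03% and separated every control library from every Vps34-deficient library. With the 1000 most variable peaks alone, these shares were 46.3% and 22.2%. Replicates of one group correlated at r = 0.926 to 0.963 across peaks, which are not independent replicates. Lung control replicate 2 lay nearer to the spleen libraries than lung control replicate 1 did. Its mean correlation with the spleen controls was 0.905, against 0.858 for lung control replicate 1. Because lung control had 2 libraries, values that rest on it depend on which of them is used, and such cases are given with their results.

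**Figure D1:**
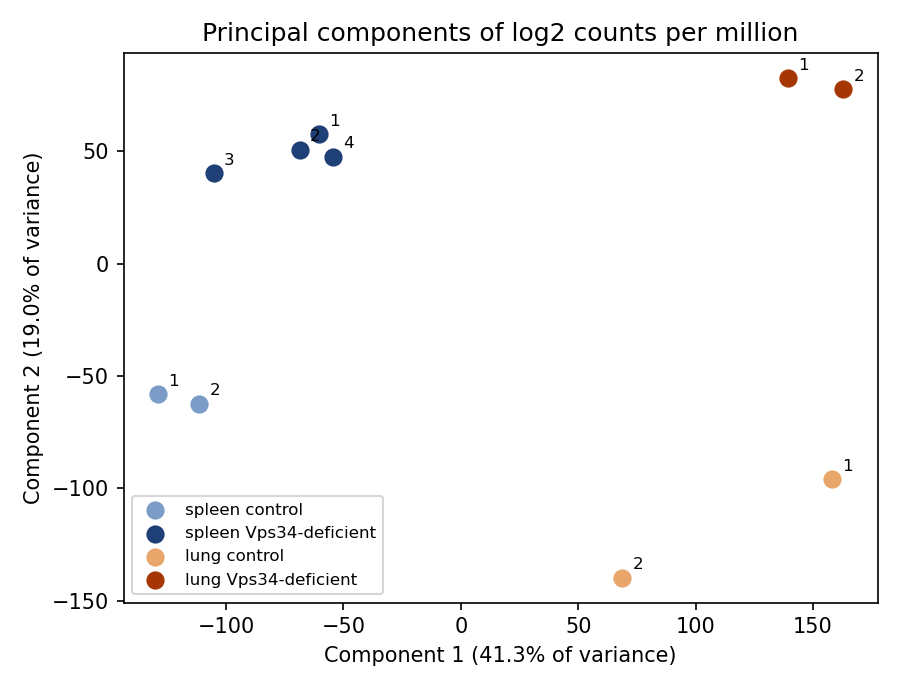
Scores of the 10 libraries on the first 2 principal components of log2 CPM over 97109 tested peaks, 1 point per library, coloured by group and labelled with the replicate number. Component 1 (41.3% of the variance) separates spleen from lung, and component 2 (19.03%) separates control from Vps34-deficient libraries.

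The targeted gene, Pik3c3, lies on chromosome 18 from 30272747 to 30348126 (GRCm38, plus strand). Of the 6 tested peaks in the gene or within 10 kb of it, 0 were called higher or lower in either tissue. The peak at its promoter (chromosome 18, 30272595 to 30273114, overlapping the 5′ end of the gene in an untranslated exon) had the highest count. Normalised counts there were 59.98 and 60.57 CPM in the spleen controls, and 66.8, 65.2, 61.05 and 63.6 CPM in the Vps34-deficient spleen libraries. In lung they were 53.9 and 59.5 CPM in controls and 56.4 and 62.6 CPM in Vps34-deficient libraries. The log2 fold change was 0.09 (SE 0.0875) in spleen and 0.07 (SE 0.104) in lung, with adjusted p of 0.72 and 0.759 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In spleen, 4 of 4 Vps34-deficient libraries lay above both controls, and in lung 1 of 2 did. Without lung Vps34-deficient replicate 1 the lung value was 0.22, and without spleen Vps34-deficient replicate 1 the spleen value was 0.03. Deletion of coding sequence is not read out by these peaks, so the genotype labels could not be checked from the counts at this gene.

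The first comparison asked which peaks differ between Vps34-deficient and control Tregs of the spleen. At an adjusted p below 0.05 and an absolute log2 fold change above 0.5, 428 peaks were more accessible and 994 less accessible in Vps34-deficient cells, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 97109 peaks. The median log2 fold change was 1.13 among higher peaks and -1.38 among lower peaks. It was the same to 2 decimals with the 33 higher and 6 lower peaks that had at most 3 counts in every library of one group set to the bound those counts allow. At an unadjusted p below 0.05, 13901 peaks passed, where chance gives 4855. The 2 groups of libraries did not overlap at 25.9% of tested peaks, where chance gives 13.3%, and at 99.4% of the called peaks. Of the tested peaks without overlap, 14624 were higher and 10491 lower, the opposite order to the called peaks. The number of higher peaks depended strongly on single libraries. Without spleen Vps34-deficient replicate 3 it was 949, and without replicate 1 or 2 of that group it was 122 and 103. Without replicate 4, 113 of the 428 higher peaks were called. It also moved with lung libraries, which share the estimate of the spread, and was 1157 without lung control replicate 1 and 1208 without lung control replicate 2, when 1550 and 1514 peaks were lower. With the spleen libraries alone, 1370 peaks were higher and 1798 lower. The ratio of lower to higher peaks was thus 2.32 with all 10 libraries and 1.31 with the spleen libraries alone. With DESeq2 on the spleen libraries and library size scaling, 1332 peaks were higher and 1302 lower, a ratio of 0.978. The share of lower peaks among called peaks, 69.9% with all libraries, ran from 51.1% without spleen Vps34-deficient replicate 3 to 88.3% without replicate 2 of that group.

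In lung, 1188 peaks were more accessible and 3632 less accessible in Vps34-deficient Tregs, by the same test and thresholds. The median log2 fold change was 1.08 among higher and -1.39 among lower peaks, and 1.07 and -1.38 with the 49 higher and 130 lower peaks that had at most 3 counts in every library of one group set to their bound. At an unadjusted p below 0.05, 19705 peaks passed, where chance gives 4855. Groups did not overlap at 45.8% of tested peaks, where chance gives 33.3%, with 22002 higher and 22492 lower. With the lung libraries alone, 139 peaks were higher and 1684 lower, a ratio of lower to higher peaks of 12.1 in place of 3.06. The fold changes at the called peaks themselves moved with the lung controls. The median of the lower peaks was -1.17 without lung control replicate 2, and that of the higher peaks was 1.27 without lung control replicate 1. Other scaling factors changed the numbers little in either tissue. The share of lower peaks among called peaks ran from 69.1% to 72.7% in spleen and from 70.2% to 72.1% in lung with library size alone or median-of-ratios factors, against 69.9% and 75.4% with TMM factors.

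Peaks with the smallest p-values among those where the genotypes did not overlap were named by a rule set in advance. In spleen, the strongest decrease was at a peak between genes whose nearest start is that of Jag1 (chromosome 2, 137224453 to 137225071). Its normalised count fell from 17.3 ± 3.34 (SD, n = 2) to 2.21 ± 0.407 CPM (SD, n = 4), a log2 fold change of -2.95 (SE 0.209), with 4 of 4 Vps34-deficient libraries below both controls and an adjusted p of 3.96e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other was an intergenic peak nearest to Prg2 (chromosome 2, 84963980 to 84964607), which fell from 16.1 ± 2.13 (SD, n = 2) to 2.51 ± 0.641 CPM (SD, n = 4), a log2 fold change of -2.67 (SE 0.203). Both were also called lower in lung, with log2 fold changes of -2.68 and -2.63. The strongest increases were smaller. A peak in an untranslated exon, with the start of Riox2 as the nearest (chromosome 16, 59475851 to 59476166) rose from 4.01 ± 0.912 (SD, n = 2) to 11.6 ± 1.87 CPM (SD, n = 4), a log2 fold change of 1.51 (SE 0.241) with an adjusted p of 0.000955 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An intergenic peak nearest to Dscam (chromosome 16, 97204019 to 97204608) rose from 10.4 ± 1.06 (SD, n = 2) to 21.2 ± 1.74 CPM (SD, n = 4), a log2 fold change of 1.02 (SE 0.168). Neither was called in lung, where the log2 fold changes were 0.94 at the Riox2 peak and -0.20 at the Dscam peak.

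In lung, the strongest decrease was at an intergenic peak near Klrg1, the gene of a surface receptor of terminally differentiated effector Tregs (chromosome 6, 122262463 to 122263122). It fell from 25.2 ± 6.01 (SD, n = 2) to 2.36 ± 0.904 CPM (SD, n = 2), a log2 fold change of -3.39 (SE 0.282) with an adjusted p of 1.17e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 of 2 Vps34-deficient libraries lay below both controls. In spleen its log2 fold change was -1.84. A peak in an intron, with the start of Lnx2 as the nearest (chromosome 5, 147021611 to 147022297), fell from 21.9 ± 2.57 (SD, n = 2) to 3.03 ± 0.650 CPM (SD, n = 2), a log2 fold change of -2.84 (SE 0.247). The strongest increases were a peak in an untranslated exon with the start of Ktn1 as the nearest (chromosome 14, 47739028 to 47739490) and an intronic peak with the start of Rcn1 as the nearest (chromosome 2, 105358032 to 105358630). The Ktn1 peak rose from 1.83 ± 0.120 (SD, n = 2) to 8.56 ± 0.337 CPM (SD, n = 2) and the Rcn1 peak from 1.68 ± 0.0887 (SD, n = 2) to 7.94 ± 0.304 CPM (SD, n = 2). Their log2 fold changes were 2.21 (SE 0.273) and 2.24 (SE 0.280), with adjusted p of 2.77e-05 and 3.07e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in spleen they were 0.79 and 0.61.

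**Figure D2:**
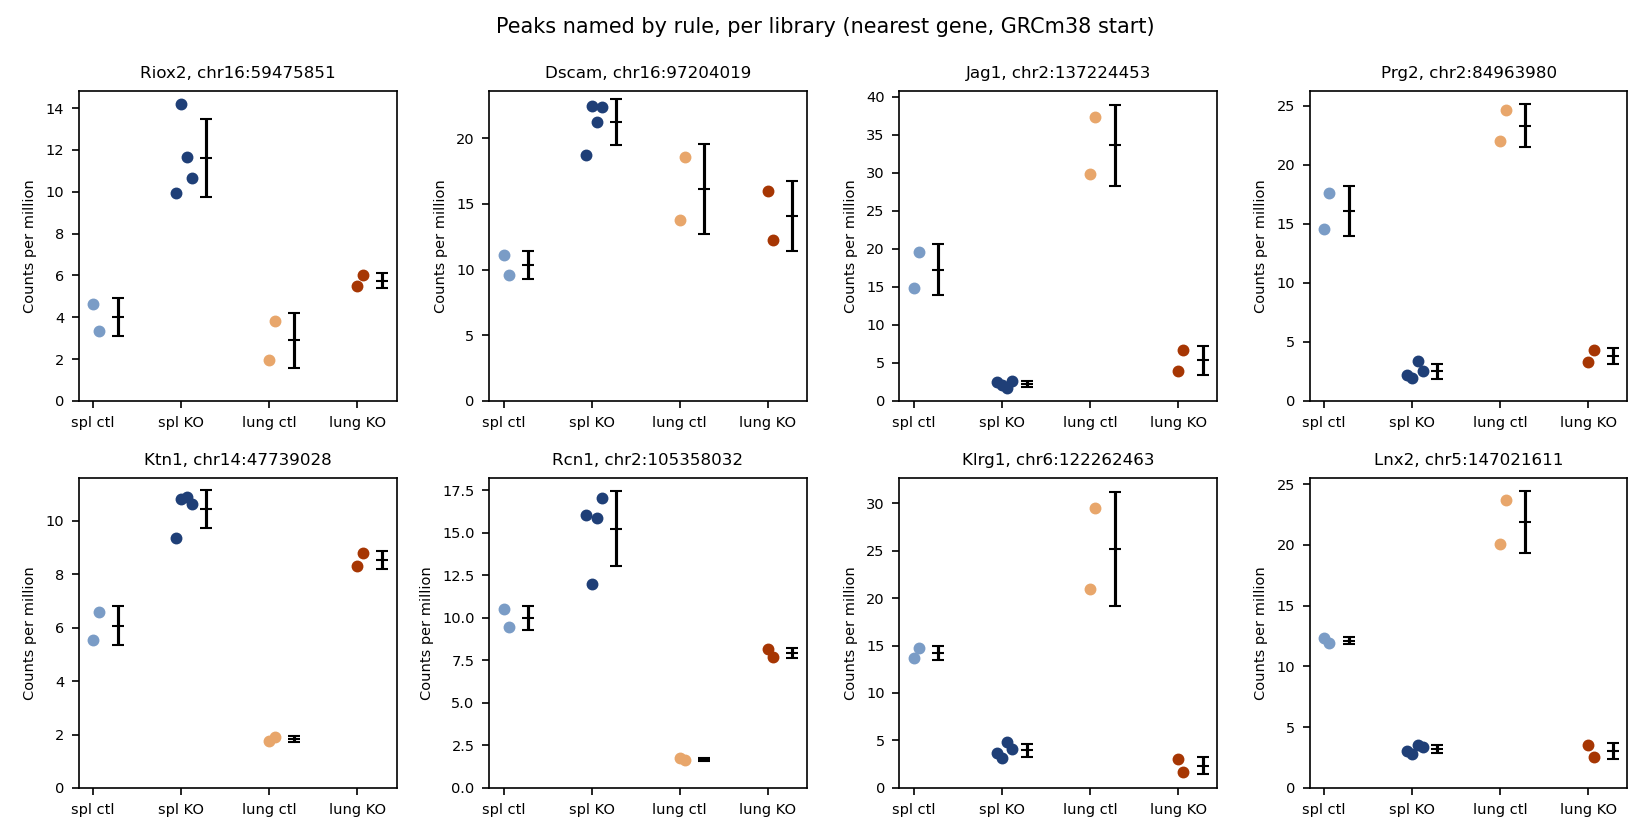
Normalised counts (CPM, axis from 0) at the 8 peaks named by rule, 1 point per library in each of the 4 groups, with the mean and SD in black beside the points. At the peaks near Jag1, Prg2, Klrg1 and Lnx2 every Vps34-deficient library (KO) lies below every control library (ctl) of its tissue.

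Genes that the study discusses were examined next, counting tested peaks in each gene or within 10 kb of it. Klrg1 had 8 such peaks, of which 5 were called lower in spleen and 6 in lung. Il10 had 4, of which 2 were lower in spleen and 4 in lung. Pparg had 7, with 3 lower in spleen and 5 in lung, and Tigit had 6, with 2 lower in spleen and 3 in lung. Il1rl1, which encodes the IL-33 receptor ST2, had 9 peaks, of which 0 were called in spleen and 3 were lower in lung. Icos had 7, of which 1 was lower in lung. No peak was called in either tissue among the 12 of Foxp3, the 11 of Tcf7 and the 20 of Cd44. Ccr7 had 11 peaks, with 1 higher in lung. Many of these peaks lie away from the promoter, and the peak with the highest count often changed less. At Klrg1 that peak (chromosome 6, 122291726 to 122292160, intergenic) had log2 fold changes of -0.21 in spleen and -0.36 in lung and was not called, but with loess offsets against GC content the lung value was -0.76 and was called. At Foxp3 it (chromosome X, 7574044 to 7575048, in an intron, but a promoter peak by its distance of 263 bp to the nearest start, that of Ppp1r3f) held 60.01 ± 3.70 (SD, n = 2) and 58.7 ± 5.45 CPM (SD, n = 4) in control and Vps34-deficient spleen and 54.8 ± 12.4 (SD, n = 2) and 53.1 ± 6.54 CPM (SD, n = 2) in lung. At Il10 it (chromosome 1, 131022526 to 131023037, intronic) fell from 23.5 ± 4.73 (SD, n = 2) to 11.96 ± 1.903 CPM (SD, n = 2) in lung, a log2 fold change of -0.98 (SE 0.212) with an adjusted p of 0.00697 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In spleen its log2 fold change was -0.58 with an adjusted p of 0.0999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called there with the spleen libraries alone (-0.61) and with DESeq2 on these libraries (-0.58). At Pparg it (chromosome 6, 115360753 to 115361336, untranslated exon) was called in spleen, with a log2 fold change of -0.89 and an adjusted p of 0.03 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and that call was lost without spleen Vps34-deficient replicate 4, where the log2 fold change was -0.85. In lung its log2 fold change of -0.81 was not called. At the Tigit promoter (chromosome 16, 43663949 to 43664666) the log2 fold changes of -0.46 in spleen and -0.41 in lung lay under the threshold. The adjusted p was 0.0231 and 0.0533 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. There, 4 of 4 spleen and 2 of 2 lung Vps34-deficient libraries lay below both controls. Without spleen Vps34-deficient replicate 1 the spleen value of -0.51 passed the threshold. Without lung Vps34-deficient replicate 1 the lung value there was -0.21, and without lung control replicate 2 the lung value was -0.11 at the Klrg1 peak and 0.24 at the Foxp3 peak. Without spleen control replicate 1 the spleen value at the Klrg1 peak was -0.35.

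For the other genes reported, none of the peaks with the highest count was called. Log2 fold changes in spleen and lung were -0.16 and -0.10 at Il1rl1 (chromosome 1, 40465437 to 40465981, in an untranslated exon whose nearest start is that of Il18r1), -0.01 and -0.09 at Icos (chromosome 1, 60977659 to 60978069), and 0.13 and -0.21 at Tcf7 (chromosome 11, 52265542 to 52266054). They were 0.33 and 0.33 at Ccr7 (chromosome 11, 99154892 to 99155506) and -0.16 and 0.09 at Cd44 (chromosome 2, 102848916 to 102849350). At Ccr7 the spleen value was 0.15 without spleen control replicate 1, and the lung value was 0.08 without lung Vps34-deficient replicate 1 and 0.67 without replicate 2 of that group. At Cd44 the lung value was 0.29 without lung control replicate 2 and 0.22 without lung Vps34-deficient replicate 2. Several of the other values are close to 0 and change sign with the processing.

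Peaks called in both tissues were compared with the number that chance overlap gives. Less accessible peaks were shared far more often than more accessible ones. Of the 994 lower peaks in spleen, 789 (79.4%) were also called lower in lung, where 37.2 were expected from the 2 shares (odds ratio 126). With each tissue fitted alone, 847 of 1798 lower peaks of spleen (47.1%) were shared, and with DESeq2 in each tissue and library size scaling 620 of 1302 (47.6%). Of the 428 higher peaks in spleen, 52 (12.1%) were called higher in lung, with 5.24 expected (odds ratio 11.6, Fisher's exact test, two-sided, p = 5.06e-35). Peaks are not independent replicates, so this test describes the overlap. The count of shared higher peaks rested on single libraries, being 82 without spleen Vps34-deficient replicate 3 and 17, 16 and 18 without replicates 1, 2 and 4. With each tissue fitted alone it was 18. No peak was called in opposite directions. Among the 3632 lower peaks of lung, 93.1% also had a negative log2 fold change in spleen, with a median of -0.54, and among the 1188 higher peaks 91.7% had a positive one, with a median of 0.35. Across all tested peaks the log2 fold changes of the tissues correlated with r = 0.458 and Spearman's rho = 0.46, as a description across peaks. The value was 0.624 among peaks above the median of the mean count. Leaving out lung control replicate 2 moved r to 0.305, which is 1.5 times lower. No library was used in both comparisons, but the labels do not say whether spleen and lung libraries came from different animals.

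**Figure D3:**
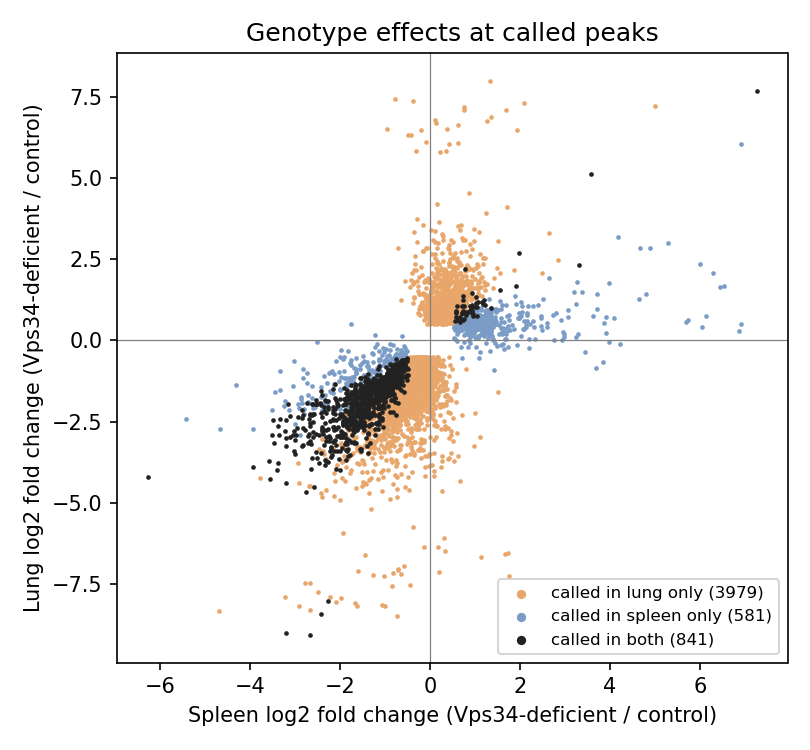
Log2 fold change in spleen (x axis) against lung (y axis) for the 5401 peaks called in at least 1 tissue, coloured by where they were called, and fold changes of peaks with counts near 0 in one group depend on the prior count. The 841 peaks called in both tissues all lie in the quadrants of equal sign.

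Whether the genotype effect differed between tissues was tested directly by the interaction term, since a peak called in 1 tissue only is not thereby shown to differ. It gave 0 higher and 0 lower peaks, with 7060 at an unadjusted p below 0.05, where chance gives 4855, and a smallest adjusted p of 0.160 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Wald test of DESeq2 moved this most and called 2 higher and 22 lower peaks. In simulated data, the interaction called 10% of peaks with a 2-fold change in lung alone and 44% with a 4-fold change, and smaller changes were not simulated. Taking both tissues together, with tissue as a covariate, 3416 peaks were higher and 3938 lower in the 6 Vps34-deficient than in the 4 control libraries. The higher count was 5762 without lung control replicate 1 and 1426 without lung control replicate 2. It was also more than 1.5 times lower without spleen control replicate 1 (1641), spleen Vps34-deficient replicates 1 (2052) and 2 (2182), and lung Vps34-deficient replicate 1 (2260).

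More peaks differed between tissues than between genotypes. In control Tregs, 11489 peaks were more accessible in lung than in spleen and 3428 less, and in Vps34-deficient Tregs 12095 and 4583. Median log2 fold changes of the higher peaks were 1.61 in control and 1.44 in Vps34-deficient Tregs, above those between genotypes (1.13 in spleen, 1.08 in lung). For the lower peaks they were -1.18 and -1.08. The lower peaks between genotypes had medians of -1.38 in spleen and -1.39 in lung. Without lung control replicate 2 the order changed for lung, with -1.285 between tissues in control and -1.166 between genotypes. These medians are over sets chosen by their calls, so they do not compare the effects themselves. With the stricter threshold of an adjusted p below 0.01 and an absolute log2 fold change above 1, the counts were 5540 and 972 in control and 6405 and 1192 in Vps34-deficient Tregs. Without lung control replicate 1, the median of the 11489 peaks was 1.19, below the 1.269 of the higher peaks between genotypes in lung.

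The next question was whether peaks more open in lung than in spleen Tregs lost accessibility in Vps34-deficient lung Tregs. Because both comparisons use lung control, a different lung control library was used for each, and the 5000 peaks with the largest difference were taken. Averaged over both ways, 35.1% of these peaks had a negative log2 fold change in lung, with a median of 0.33. The 2 ways disagreed. With lung control replicate 1 defining the tissue difference the share was 11.1% and the median 0.85, and with lung control replicate 2 they were 59.1% and -0.19. Over all peaks, 50.2% had a negative value. With the same controls for both effects, 34.9% of the 11489 peaks were negative, while simulated unchanged Vps34-deficient lung libraries gave 60.9% (60.3% to 61.6% in 20 simulations). The direction along this axis could therefore not be settled with 2 lung controls.

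Peaks were then grouped by position. Within 1 kb of a transcription start lay 16.1% of tested peaks, against 4.23% of the lower and 3.04% of the higher peaks in spleen. In lung the shares were 7.32% of lower and 5.98% of higher peaks. Odds ratios ranged from 0.163 to 0.402, with Fisher's exact test (two-sided) giving p of 7.65e-58 for lower and 2.2e-26 for higher peaks in lung and of 5.48e-32 and 5.08e-18 in spleen.

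Consensus sequences of transcription factors were counted in called peaks and in peaks with an adjusted p above 0.5. Of 40 tests, 24 passed an adjusted p of 0.05 against all unchanged peaks and 15 against unchanged peaks matched on length, GC content and mean count, with 13 passing both in the same direction. Matched values are given here. The AP-1 consensus (TGASTCA) was present in 34.6% of lower peaks in spleen against 16.7% of matched peaks (odds ratio 2.63, adjusted p 2.05e-29 by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment). In lung it was present in 32.8% against 14.3% (odds ratio 2.92). RUNX sequences (TGTGGTTW) were also more frequent in lower peaks, at 16.8% against 13.5% in spleen and 17.1% against 12.03% in lung. Higher peaks of lung held TCF sequences (CTTTGAWS) in 22.7% against 12.6% (odds ratio 2.04, adjusted p 3.51e-15 by the same test), and higher peaks of spleen held NF-kB sequences (GGGRNWYYCC) in 13.6% against 5.83% (odds ratio 2.53, adjusted p 6.76e-06). In lower peaks of lung the NF-kB sequence was present in 10.3% against 8.90% (odds ratio 1.18, adjusted p 0.0281). CTCF sequences were rarer in called peaks of each direction and tissue, at 0.234% to 0.938% against 4.39% to 6.71%. For the AP-1 and RUNX sequences in higher peaks of lung, the odds ratios of 1.44 and 1.44 against all unchanged peaks turned to 0.905 and 0.834 under matching.

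**Figure D4:**
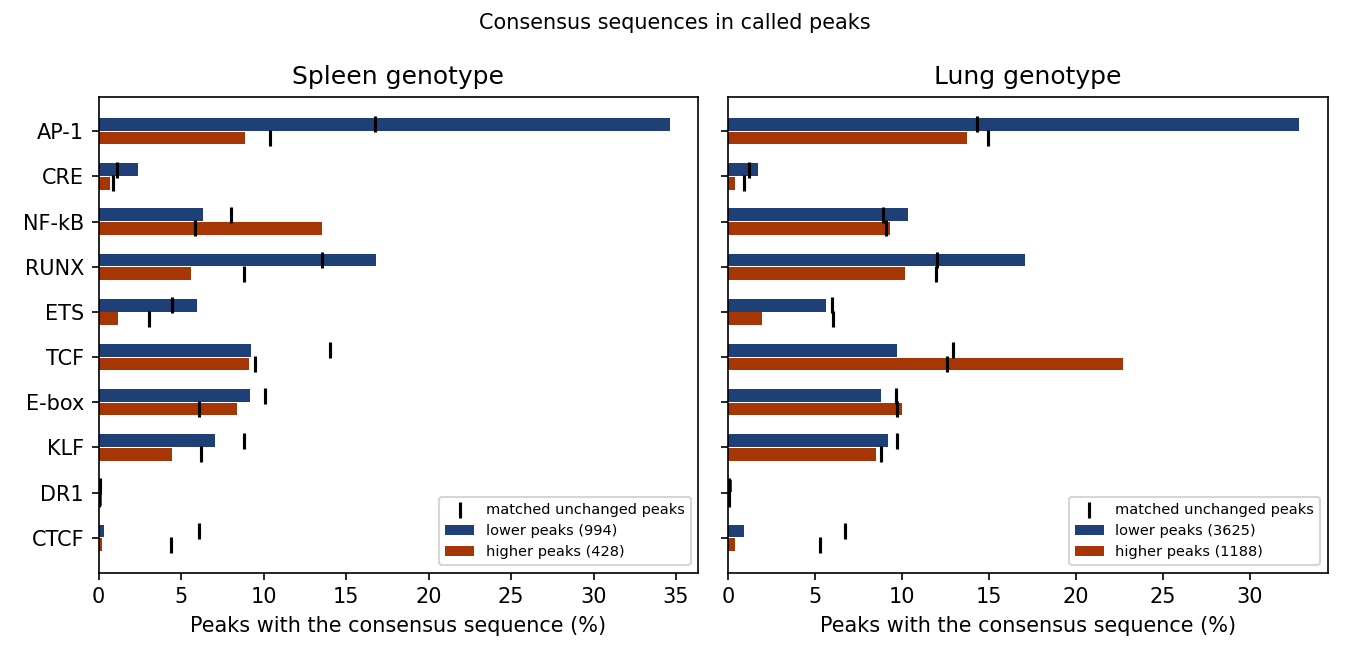
Share of called peaks (%) that hold each of 10 consensus sequences in spleen (left) and lung (right), with bars for lower and higher peaks and a black tick for unchanged peaks matched on length, GC content and mean count. AP-1 stands above its tick in lower peaks (34.6% in spleen, 32.8% in lung), TCF in higher peaks of lung (22.7%) and NF-kB in higher peaks of spleen (13.6%).

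Lists of genes that the study had derived from expression in other mice in mixed bone marrow chimeras were tested over the peaks nearest to each gene. The Vps34-activated list holds genes expressed less, and the Vps34-suppressed list genes expressed more, in Vps34-deficient Tregs. The copies used held slightly fewer genes than the study's definition of each list gives, so a few genes may be missing. Peaks of the activated list (2015 peaks at 190 genes) shifted downwards. Their median log2 fold change was -0.04 in spleen and -0.18 in lung, against 0.05 and 0.02 over all peaks, with adjusted p of 0.00115 and 4.44e-05 by camera in edgeR with Benjamini-Hochberg adjustment. The median was below 0 in 4 of 4 spleen and 2 of 2 lung Vps34-deficient libraries. Peaks of the suppressed list (1210 peaks at 165 genes) shifted upwards, with medians of 0.16 and 0.19 and adjusted p of 0.0198 and 0.00601 by camera in edgeR, and the median was above 0 in 4 of 4 and 2 of 2 libraries. Under fry, the activated list in spleen had an adjusted p of 0.0776, and the other 3 results passed, each at 0.0032. With an estimated correlation in camera, which moved the lists in lung more, the adjusted p of the activated list in spleen was 0.0525, and the other 3 passed, each at 0.0323. Of the activated list's peaks, 70 were called lower in spleen and 235 in lung over all peaks tested, and 108 and 323 when adjusted over the list alone. In the other direction, 7 were called higher in spleen and 14 in lung, and 27 and 33 when adjusted over the list alone. Of the suppressed list's peaks, 8 were called higher in spleen and 28 in lung, and 3 and 14 when adjusted over the list alone. In the other direction, 1 was called lower in spleen and 13 in lung, and 0 and 9 when adjusted over the list alone.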

Values the study reported

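The study reported 659 upregulated and 1,137 downregulated peaks in Vps34-deficient Tregs of the spleen, and 1,486 upregulated and 3,399 downregulated peaks in those of the lung. It reported 75 upregulated and 880 downregulated peaks that were shared by both tissues.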

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

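All tests in this part were chosen before their deciding values were seen, but the tests that leave out a lung control were read more strictly after the values were seen, so that a difference reduced to under 0.5 of its size excludes nothing, and the gap of the scaling factor after thinning was computed for replicate 3 itself only then.

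The TMM scaling factor of spleen Vps34-deficient replicate 3 was 1.039, far from the other 3 libraries of its group, which lay between 1.008 and 1.012. Of 28 results tested for such a gap in the group of 4 libraries, 1 passed, where chance gives about 1 in 20. That library was also the deepest of its group. After thinning of all libraries to one depth, its factor was 1.014 and its gap to the nearest library was 0.278 of the range of the group, no longer unusual, which is in line with depth as its source. No biological explanation was tested.

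Peaks of the Vps34-activated list fell further in lung than in spleen, with a median interaction of -0.17 against -0.08 over all peaks and an adjusted p of 0.0396 by camera in edgeR. It did not pass under fry (adjusted p 0.0502), with an estimated correlation (p = 0.15) or for peaks in the gene or within 10 kb (adjusted p 0.0582). With loess offsets against abundance the camera p was 0.0234, which argues against a trend with abundance as the whole source. Relative to all peaks the difference was -0.0976 with all libraries, -0.14 without lung control replicate 1 and -0.0644 without lung control replicate 2, so its sign did not rest on either library, although the loss of replicate 2 moved it by over 1.5 times. A biological difference between the tissues remains open, as a hypothesis that rests on a single form of the test.

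Peaks with the AP-1, NF-kB and DR1 sequences also fell further in lung than in spleen, with camera adjusted p of 0.0274, 0.0225 and 0.0346 in edgeR for the interaction over 10 sequences. The medians relative to all peaks were -0.09, -0.07 and -0.17. Under fry the adjusted p was 0.119, 0.119 and 0.0823, so none of these passed, and only 62 peaks held the DR1 sequence. With loess offsets against GC content, camera gave p of 0.0049, 0.0145 and 0.0131, which argues against GC content as the whole source. Without lung control replicate 1 the differences were larger, at -0.180, -0.164 and -0.253, and without lung control replicate 2 they were -0.0171, 0.00585 and -0.0316. For NF-kB the sign changed without replicate 2, so the difference rested on that library. For AP-1 and DR1 little of it was left without replicate 2, and a true difference cannot be told apart from the influence of 1 lung control with 2 such libraries.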

How the results depend on the processing

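Of 338 values of results that answer a comparison, 270 stayed within the spread, within 1.5 times the count or on the same side of the threshold. Most are counts, which cannot change sign, but the excess of lower over higher peaks in spleen was lost with DESeq2 in that tissue and library size scaling. For the average effect, this excess was lost with at least 10 counts in every library and without lung control replicate 1. The cause was not tested for the changes in this part, unless stated. Of the values for single peaks and motifs, 19 moved, 11 were weaker, 5 stronger and 20 reversed.

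The stricter threshold gives fewer calls by its construction. It gave 29 higher and 405 lower peaks in spleen, 154 and 1384 in lung, 5540 and 972 for tissue in control, 6405 and 1192 for tissue in Vps34-deficient Tregs, 215 and 1438 for the average effect, and 1 shared higher and 317 shared lower. With the libraries of 1 tissue alone, calls were 1370 and 1798 in spleen and 139 and 1684 in lung, with 18 shared higher. DESeq2 in each tissue with library size scaling gave 1332 higher and 1302 lower in spleen, 104 higher and 1251 lower in lung, and 18 shared higher. The Wald test of DESeq2 in one model gave 650 higher in spleen and an interaction of 2 higher and 22 lower. Halved counts gave 90 shared higher peaks and r = 0.517 between tissues, and the chromosome Y covariate 80 shared higher. With at least 10 counts in every library 2700 peaks were lower for tissue in Vps34-deficient Tregs and r was 0.542. Among peaks called in either tissue r was 0.645, and among peaks above the median of the mean count 0.624. The 1000 most variable peaks gave component shares of 46.3% and 22.2%.

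Deviations of libraries with the same replicate number correlated at -0.0769 to 0.0887 and gave no sign of pairing. In groups of 2 libraries these deviations mirror each other, so pairing was not excluded. The chromosome Y signal matched by number between tissues. It was 56.9 CPM in spleen and 67.6 in lung for control replicate 1, and 7.03 and 12.8 for replicate 2. For Vps34-deficient replicates 1 and 2 it was 9.88 and 21.4, and 64.8 and 63.4. Spleen and lung of the same animals would match in this way. Control and Vps34-deficient libraries of one number differed in it. With the number as a replicate block, calls were 25 and 252 in spleen, 462 and 2310 in lung, 5040 and 1711 for tissue in Vps34-deficient Tregs, 2247 higher for the average effect, and 3 higher and 227 lower shared. The Pparg peak was not called in spleen in that fit, with a log2 fold change of -0.73.

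With one library left out, no calls were made where a group of the comparison had 1 library left. Calls in spleen ran from 103 to 1208 higher and 724 to 1550 lower over 8 fits, none without a spleen control. In lung they ran from 829 to 1410 and 2567 to 3623 over 6 fits without a spleen library, so the stability of these calls to the loss of a lung library was not tested. Shared calls ran from 16 to 82 higher and 613 to 786 lower over 4 fits, each without a spleen Vps34-deficient library. The average effect ran from 1426 to 5762 higher and 2852 to 4198 lower over 10 fits. The interaction gave 0 in each of the 4 fits without a spleen Vps34-deficient library, beside 6106 to 6670 peaks at an unadjusted p below 0.05. The correlation ran from 0.305 to 0.459. For the tissue difference set against genotype in lung, shares ran from 29.9% to 38.3%, but its spread is that of 2 very different ways, so this shows nothing about stability.

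The Vps34-activated list in spleen was weaker under fry (0.0776) and with an estimated correlation (0.0525). For peaks in the gene or within 10 kb, the adjusted p was 0.0372 by fry, and camera with an estimated correlation gave p = 0.0387. The result in spleen thus depended on how peaks were assigned to genes. Of 40 motif tests, 15 passed in place of 24 with a matched background, and odds ratios reversed for E-box (1.41) in higher and ETS (1.35) and DR1 (0.999) in lower peaks of spleen, and for AP-1 (0.905) and RUNX (0.834) in higher and TCF (0.725) in lower peaks of lung. For DR1 in higher peaks of spleen no matched peak held the sequence and no ratio could be had.

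Signs of uncalled peaks close to 0 reversed. At the Foxp3 peak the log2 fold change was 0.0057 in spleen with offsets against abundance, and in lung 0.0078 with at least 10 counts in every library, 0.0045 with offsets against abundance, 0.0275 with offsets against GC content and -0.147 to 0.239 with one library left out. At Icos it was 0.0179 in spleen with offsets against abundance. With one library left out it ran from -0.126 to 0.0609 in spleen and -0.180 to 0.197 in lung at Icos, from -0.0213 to 0.187 and -0.444 to 0.114 at Tcf7, and from -0.161 to 0.0846 in lung at the Il1rl1 peak near Il18r1.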

Other observations

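The tests of abundance, scaling factors, sex and the shared spread in this part were chosen only after the results were seen.

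The number of more accessible peaks in spleen was 428 here. That is lower than the value quoted from the study above. The study used DESeq2, and the choice of test and libraries moves this number. The Wald test of DESeq2 on all 10 libraries together gave 650, close to the quoted value. It also gave 1142 lower peaks in spleen and 1489 higher and 3401 lower peaks in lung. Shared peaks in that fit were 74 higher and 878 lower. These lie close to the quoted values too, so the choice of test closed the gap. DESeq2 on the spleen libraries with library size scaling gave 1332 higher peaks.

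With genotype exchanged within tissues, 1 of 90 splits of the 10 libraries, the real one, gave as many called peaks for the average genotype effect (7354). The next highest gave 496, and splits in which controls were alike in chromosome Y signal gave at most 42. Within a single tissue the real split also gave most calls, with 3168 against 100 at most in the other splits of spleen (15 in all) and 1823 against 35 in lung, where 3 splits exist.

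With all 10 libraries in one model, more peaks were lower than higher in both tissues. In that model the smaller ratio of the tissues was 2.374 with loess offsets against abundance and 2.779 with offsets against GC content, and the smallest over other scaling factors was 2.235, which argues against these as the whole source. In spleen the ratio was 1.312 with the spleen libraries alone, and 0.978 with DESeq2 on these libraries and library size scaling (1332 higher, 1302 lower), so the excess there may come from the spread shared by all 10 libraries. It also moved with single libraries. Of the called peaks of spleen 69.9% were lower with all libraries, against 51.1% without spleen Vps34-deficient replicate 3, 57.3% and 55.6% without lung control replicates 1 and 2, 80.4% and 79.9% without lung Vps34-deficient replicates 1 and 2, and 88.1%, 88.3% and 85.9% without spleen Vps34-deficient replicates 1, 2 and 4. In lung the ratio was 12.12 with the lung libraries alone and 12.03 with DESeq2 on these, which argues against that source there.

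Genotype effects were shared by spleen and lung. With the chromosome Y signal as a covariate 889 peaks were lower in both tissues, of which 786 were among the 789 found without it. Every group held as many libraries with high as with low chromosome Y signal, so this fit could hardly remove a genotype effect. That balance, rather than the fit, argues against animals of different sex. Of the shared peaks, 1.07% lay within 10 Mb of Pik3c3, against 0.799% of tested peaks (Fisher's exact test, two-sided, p = 0.33), which argues against a passenger segment of another strain as the main source. A lower share of other cells would lower their marker promoters. The strongest fall common to both tissues among the lists was -0.1095, for lung epithelium and endothelium. The medians at the shared lower peaks were -1.36 and -1.77. Each list had only 4 to 6 promoter peaks, some with very low counts, such as those of Pax5 and Spi1 (both 0.97 CPM). In lung, all 4 myeloid promoter peaks fell (-0.21 to -0.66), while those of CD8 and NK cells rose. These markers therefore cannot exclude a different share of other cells. Median promoter log2 fold changes in spleen and lung were 0.41 and -0.11 for B cells, 0.10 and -0.47 for myeloid cells, -0.17 and -0.11 for lung epithelium and endothelium, and 0.20 and 0.27 for CD8 and NK cells. No marker promoter was called. The study's gene lists also hold 3 of the B cell, 7 of the myeloid, 0 of the lung and 4 of the CD8 and NK genes. A biological effect of genotype that both tissues share is a candidate explanation, found and tested on the same data. A change in the mix of Treg states remains open as well and was not tested here. By flow cytometry, the study found fewer terminal effector Tregs, marked by KLRG1 or ST2, in both tissues of perinatal Vps34-deficient mice. The falls in accessibility can therefore not be assigned to changes within cells.

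With all 10 libraries in one model, lung had more called peaks than spleen. With each tissue fitted alone the order was the opposite, with 1370 higher and 1798 lower peaks in spleen and 139 and 1684 in lung, and so it was with DESeq2 in each tissue and library size scaling (1332 and 1302 in spleen, 104 and 1251 in lung). At the 7354 peaks of the average effect, the median size was 0.688 to 0.872 in 8 pairs of spleen libraries and 0.8437 to 1.18 in 4 pairs of lung libraries. These ranges overlap, so a larger effect in lung cannot be told apart from the same effect measured with different precision. For the interaction, 44% of simulated 4-fold changes in lung alone were called, so power was not too low for every difference.

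Lung control replicate 2 lay nearer to spleen than lung control replicate 1. The difference of the mean correlations was 0.04052 after thinning to one depth, which argues against depth. A mixture with cells resembling spleen Tregs would give one share from every set of peaks, but peaks more open in lung gave 54.9% and peaks more open in spleen 18.8%, a ratio of 2.93. The source of the difference stays open.

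The TCF sequence was enriched among higher peaks of lung but not of spleen, yet over all tested peaks with the sequence the interaction had a camera p of 0.207, so no difference between tissues was shown. For the NF-kB sequence, enriched among higher peaks of spleen, the interaction had a camera p of 0.00225 towards lower values in lung, consistent with a different response of such peaks, although the sign rested on 1 lung control as described above.

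The shared lower peaks had 635 different nearest genes. Chosen after the values were seen, those with the largest numbers of such peaks were Klrg1 (7 of 13 tested peaks, chromosome 6, 122262463 to 122294226), Maf (7 of 65, chromosome 8, 115506692 to 115748977) and Il10 (6 of 14, chromosome 1, 130987440 to 131039209).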
